A study of Homo sapiens with 4 samples. Its data were reported in "Small Extracellular Vesicles From Radioresistant H3K27M‐Pediatric Diffuse Midline Glioma Cells Modulate Tumor Phenotypes and Radiation Response" (2025).

How the data were processed

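Small RNA was sequenced from small extracellular vesicles (sEVs) released by 3 cultures of diffuse midline glioma cells. SF7761 is a patient-derived line that the study treats as radiosensitive (RS), SF7761-Clone1 is a subclone grown out of SF7761 with higher survival after irradiation (RS-Clone 1), and SF8628 is a separate radioresistant line (RR). There was 1 library for SF7761, 2 for SF7761-Clone1 and 1 for SF8628. Other replicates of these groups were not analysed here. The study describes its sequenced sEV samples as biological replicates, in larger numbers than the libraries analysed here, but the labels do not say which cultures the 2 Clone 1 libraries came from. Tests that use them measure the spread between those libraries, which may be technical.

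Per the labels and the study's methods, sEVs were purified by differential ultracentrifugation and ultrafiltration at 100 kDa, RNA was extracted with Trizol, and libraries were made with the SMARTer smRNA-Seq kit from 5 ng of RNA. This kit adds a tail to RNA 3' ends and switches templates at 5' ends, so fragments of other small RNAs enter the library together with miRNAs. It carries no molecular identifiers, and PCR copies of a molecule are counted as separate reads. SF7761 cells grew as neurospheres in serum-free medium with growth factors, whereas SF8628 cells grew in medium with fetal bovine serum and, per the labels, were kept in FBS-depleted conditions while medium for sEVs was collected. The study's methods describe serum cleared of vesicles for its concentrated conditioned medium, and whether the same serum was used for the sequenced sEVs is not stated. Medium and line are therefore confounded.

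The authors trimmed adapters with Cutadapt and mapped reads to mature and hairpin miRNA sequences with miRDeep2, according to the methods; the submitters' processing notes list cutadapt and HTSeq, without versions. The genome build and miRBase release were not given in the sources used here. The deposited values are raw read counts per mature miRNA and precursor, without normalization. Whether they hold all reads sequenced from a library is not known, so totals, floors and detection refer to the counts in the files. Each library had 2888 rows for 2656 mature names, and 168 names had more than 1 row because several precursors give the same mature sequence. Rows of a name held equal counts in each library except for 0 names in SF7761, 1 in each Clone 1 library and 3 in SF8628. The same reads were thus repeated over rows, and the highest row was taken as the count of a name. This choice was made after the files were examined, and summed rows were run as an alternative. Closely related miRNAs such as the let-7 members, or miR-1260a and miR-1260b, differ by few bases, and how the authors' mapping divided reads between them is uncertain.

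Shares are percentages of all miRNA reads of a library, with exact Clopper-Pearson 95% intervals. A count of 0 allows a share of up to 3 reads of the total. Intervals, floors and tests on reads (Fisher, chi-square and shuffled reads) treat reads as independent and cover read-counting error only, not the sampling of molecules before PCR. Comparisons with Clone 1 used edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr, quasi-likelihood test) on all 4 libraries. The only residual degree of freedom came from the Clone 1 pair, and the lone SF7761 and SF8628 libraries were assumed to vary in the same way. SF8628 and SF7761, with 1 library each, were compared by a two-sided Fisher's exact test per miRNA among those with at least 10 reads over both libraries. That test compares those libraries and not the lines. P-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. Libraries were compared pairwise by a chi-square statistic over 100000 random tables with fixed margins. Detection was also counted after thinning to the smallest total in 1000 draws. Alternatives included DESeq2 1.42.0, other scalings and filters, summed families and leaving out each Clone 1 library.

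The rule for named miRNAs took, for each comparison, up to 10 with the largest and 10 with the smallest log2 ratio of share (prior of 0.5 reads scaled to the library total) among those with at least 10 reads, or at least 3 where fewer than 10 miRNAs reached 10, together with the 10 most abundant of each library and listed miRNAs with at least 10 reads. This rule, the tests of the comparisons, most alternatives and 14 miRNA lists were fixed before the data were examined; the alternatives added later are named as such. One list holds the 19 miRNAs that the study entered into its target network; it was chosen by the study on its own samples. The ratio of a list was placed among 10000 random lists of the same size matched on mean abundance. Abundance was the mean share over the libraries compared, where 1 read weighs more in a shallow library. The random lists did not always centre on no change, so a percentile only ranks a list among them. The most abundant miRNAs have no close match, so the percentile of a list that holds miR-1246 or miR-1290 mostly reflects that miRNA. A Fisher's exact test on summed reads of each list was added after the data were seen.

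The tests were run on simulated counts for 2656 miRNAs, of which 200 were changed. For SF8628 against SF7761-Clone1, a first simulation changed miRNAs drawn from all names by 4- or 16-fold at 100000 reads per library; edgeR called 0 of the 5 and 0 of the 2 that passed the filter. The simulation, not the test, was then made more favourable, with less spread, more changed miRNAs among those detected and 2000000 reads per library. At 16-fold, 50 of 57 changed miRNAs and 2 of 450 unchanged ones were called. With the real totals of that second setting only 3 miRNAs passed the filter, and 2 of 2 changed and 1 of 1 unchanged were called. In both settings the simulated spread was far below the common dispersion of 4.10 that edgeR fitted to the real libraries. These call rates therefore do not carry over to the real libraries. For SF8628 against SF7761, Fisher's test called 120 of 121 changed miRNAs and 23 of 852 unchanged ones at 2000000 reads, where the changed miRNAs shift the shares of the others. At the real totals it called 1 of 21 changed and 0 of 20 unchanged miRNAs. The reads of both simulated libraries were drawn independently, with no spread between libraries beyond counting error. The simulation therefore cannot give the rate of false calls in real libraries. Hairpin positions are those of miRNA genes of the same name in GENCODE v29 (GRCh38), since the files carry no coordinates. Python 3.11.15 and SciPy 1.17.1 were used.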

Results

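The counts in the files, which may not hold every read sequenced, differed widely in depth. SF8628 gave 4535 miRNA reads, whereas SF7761 gave 46 and the SF7761-Clone1 libraries gave 40 and 74. A single read therefore stood for 0.0221% of the SF8628 library and for 2.17% of the SF7761 library. At least 1 read was found for 141 miRNAs in SF8628, 18 in SF7761, and 23 and 16 in the Clone 1 libraries. Thinned to 40 reads, SF8628 retained a mean of 10.9 miRNAs (95% of draws 7 to 15), SF7761 16.5 (14 to 18) and the second Clone 1 library 11.4 (9 to 14), against 23 in the first Clone 1 library. At equal depth SF8628 thus no longer had the most miRNAs.

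**Figure D1:**
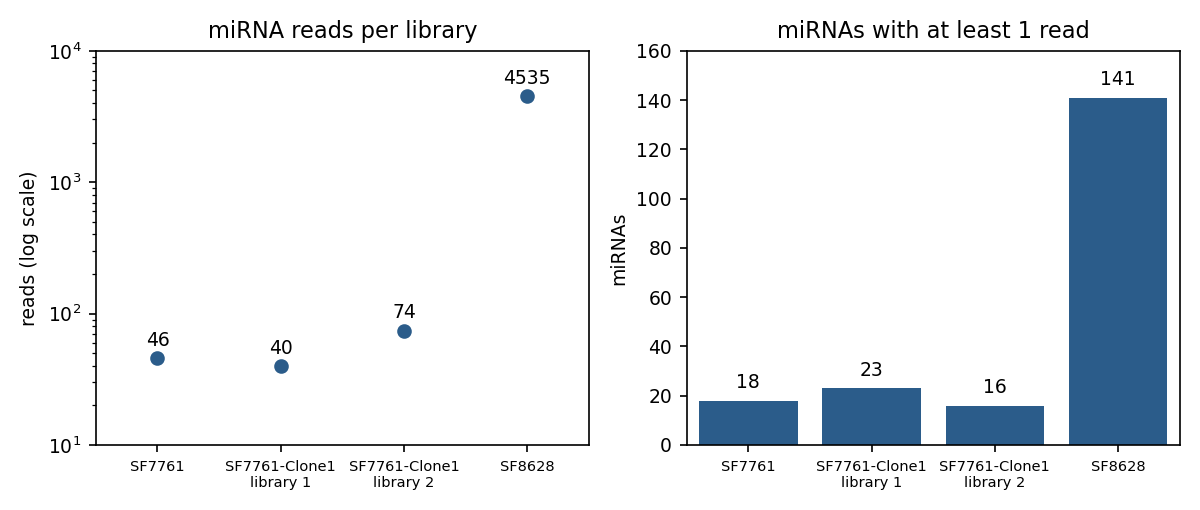
Total miRNA reads per library on a log axis (left) and number of miRNAs with at least 1 read (right), 1 point or bar per library. SF8628 had 4535 reads and 141 miRNAs, and the other libraries had 40 to 74 reads and 16 to 23 miRNAs.

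In RR sEVs, miR-1246 and miR-1290 led the profile. In SF8628, miR-1246 took 43.7% of reads (95% interval 42.2 to 45.1) and miR-1290 took 26.5% (25.2 to 27.8). Next came let-7b-5p with 5.25% (4.62 to 5.94) and let-7a-5p with 4.23% (3.67 to 4.86), members of a family that represses growth-promoting transcripts. They were followed by miR-1260a with 91 reads, miR-1260b with 77, miR-92b-3p with 76, let-7c-5p with 63, miR-93-5p with 41 and miR-423-5p with 35. In SF7761, miR-1290 led with 15 of 46 reads, ahead of let-7a-5p with 6, miR-25-3p with 4, and let-7b-5p and miR-219a-1-3p with 3 each. Of 156 miRNAs read in any library, only miR-8485 was read in all 4.

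The MIR1246 hairpin gene lies on chromosome 2 at 176600980 to 176601052 (minus strand) and overlaps no other annotated gene. MIR1290 lies on chromosome 1 at 18897071 to 18897148 (minus strand), within introns of ALDH4A1 and AL080251.1. MIRLET7B lies on chromosome 22 at 46113686 to 46113768 (plus strand), in an exon of the noncoding host gene MIRLET7BHG. MIR25 lies on chromosome 7 at 100093560 to 100093643 (minus strand), within an intron of MCM7.

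The comparison of SF8628 with SF7761 asks how vesicle miRNAs of the radioresistant line differ from those of the radiosensitive line. The share of miR-1246 was 20.1-fold higher in the SF8628 library (counting interval 3.60 to 794), at 1981 of 4535 reads against 1 of 46. The share of miR-25-3p, of the miR-106b-25 cluster, was lower in SF8628, at 0.397% (0.235 to 0.627) against 8.70% (2.42 to 20.8). That SF7761 share came from 4 reads. miR-93-5p of the same cluster had 41 reads in SF8628 and 0 in SF7761, which shows no difference at this depth. The share of miR-1290 was 26.5% in SF8628 and 32.6% (19.5 to 48.0) in SF7761, a difference that was not detectable at this depth. By a two-sided Fisher's exact test, 2 of 24 miRNAs differed between the libraries, miR-1246 (adjusted p = 5.63e-09) and miR-25-3p (adjusted p = 0.000685), and 3 had an unadjusted p under 0.05. The third was let-7a-5p, at 13% in SF7761 (exact adjusted p = 0.107). It was called with precursor rows summed (exact adjusted p = 0.00118), and let-7 reads were called with families summed (exact adjusted p = 0.011). Summed rows count repeated reads more than once, so the former call is no added support. The log2 ratio of let-7a-5p was -1.62 with rows counted once and -1.40 with rows summed. With miR-1246 and miR-1290 left out of the totals, the log2 ratio of the let-7 family went from -1.28 to -0.15. There was no replicate check. The edgeR fit with the spread of the Clone 1 pair tested neither, since miR-25-3p did not pass its filter and miR-1246 received no p-value; with a minimum of 10 reads, edgeR tested 28 miRNAs and called 0 (smallest adjusted p = 0.919). With miR-1246 and miR-1290 left out, miR-25-3p remained past the threshold (exact adjusted p = 0.022).

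Most SF8628 miRNAs could not be compared with SF7761. A count of 0 in SF7761 allows a share of up to 6.52%, and 139 of the 141 miRNAs of SF8628 lay below that. Of the 141, 13 were also read in SF7761, among them miR-25-3p and let-7a-5p, and the floor does not apply to these. For the rest, a count of 0 in SF7761 shows no difference. Among the rest were the largest log2 ratios, miR-1260a, miR-1260b, miR-92b-3p, miR-93-5p, miR-423-5p, miR-23a-3p, miR-4516, miR-92a-3p and miR-3960, all with 0 reads in SF7761. For these no fold is given. The lowest ratios after miR-25-3p were those of let-7e-5p (11 reads against 1), miR-125b-5p (17 against 1) and let-7c-5p (63 against 2), none past the threshold.

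Among the miRNA lists, entries whose sequences overlap other small RNAs, such as miR-1246, miR-1290 and miR-1260a, took 75.2% of SF8628 reads (74.0 to 76.5) and 34.8% (21.4 to 50.2) of SF7761 reads. The exact test of summed reads gave an adjusted p of 8.09e-08 over 8 lists, and 1 of 6 tested members was called, both over all miRNAs and adjusted over the list alone. Its log2 ratio of 1.11 lay at percentile 99.0 of matched lists, whose median was -1.44. All 16 reads of this list in SF7761 were miR-1290 or miR-1246, so that its log2 ratio without them, 7.89, was set by the prior against 0 reads and is no fold. The let-7 family took 11.6% (10.7 to 12.6) in SF8628 and 28.3% (16 to 43.5) in SF7761 (exact adjusted p = 0.00497), although 0 of its 5 tested members were called over all miRNAs and 0 were called when adjusted over the list alone. Its log2 ratio of -1.28 lay at percentile 49.6 of matched lists and was -0.15 with miR-1246 and miR-1290 left out of the totals. The lower let-7 share in SF8628 thus depended largely on whether miR-1246 and miR-1290 were counted in the totals. The miR-17-92 and paralogous clusters took 1.87% and 8.70% (exact adjusted p = 0.0233); all 4 SF7761 reads were miR-25-3p, and 1 of 3 tested members was called in both adjustments. The log2 ratio of these clusters was -2.20, and -1.08 with miR-1246 and miR-1290 left out. The ratio of -2.20 lay at percentile 11.9 of matched lists, whose median was -1.28. The network list of the study took 60.3% and 32.6% (exact adjusted p = 0.000835), with 1 of 12 members called in both adjustments, and since the study chose it on its own samples this is not independent evidence. Its log2 ratio was 0.89, and 0.25 with miR-1246 and miR-1290 left out.

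Neural and glial lineage miRNAs took 1.12% of SF8628 and 2.17% of SF7761 reads, and the miR-15/16, miR-23/24/27, miR-29 and miR-30 families took 1.10% and 2.17% (both exact adjusted p = 0.547). Serum, blood and liver miRNAs, led by miR-122-5p with 12 reads, took 0.375% (0.219 to 0.600) in SF8628, and muscle, mesenchymal and epithelial miRNAs took 0.397%; neither had a read in SF7761. The glioma-associated oncogenic list had 3 reads in SF8628 and 0 in the other libraries, and the HOX-embedded list had 1 and 0. The 14q32 imprinted cluster had 1 read, in the second Clone 1 library. The p53 and hypoxia responsive list, the 19q13 primate cluster and the embryonic stem cell clusters had 0 reads in all 4 libraries.

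**Figure D2:**
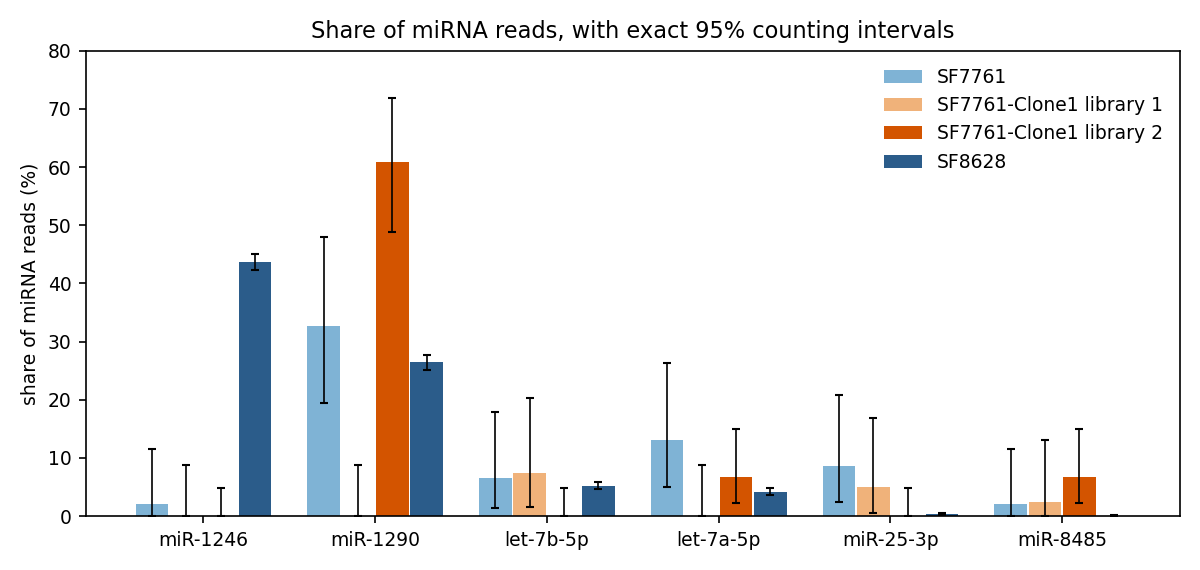
Share of miRNA reads (percent) of 6 miRNAs in each of the 4 libraries, with exact 95% counting intervals as error bars. The miR-1246 bar stands at 43.7% in SF8628, and miR-1290 stands at 0% and 60.8% in the Clone 1 libraries.

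The comparison of SF7761-Clone1 with SF7761 asks whether the subclone that survives irradiation loads its vesicles differently from its parent. Neither edgeR nor DESeq2 called a miRNA, and the Clone 1 libraries themselves disagreed on the leading miRNA. The share of miR-1290 was 30.4% ± 43.0 (SD, n = 2) in Clone 1, from 0 of 40 and 45 of 74 reads, against 32.6% in SF7761. The share of let-7a-5p was 3.38% ± 4.78 (SD, n = 2), against 13%. The leading miRNA of the first Clone 1 library, miR-3196, had 5 reads there and 0 in the other 3 libraries, and miR-219a-1-3p had 3 reads in SF7761 and 0 in Clone 1.

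By edgeR, 2 miRNAs passed the expression filter, only miR-1290 received a p-value and 0 were called, with 0 at an unadjusted p under 0.05; DESeq2 also called 0. For miR-1290 the edgeR log2 fold change was -0.98 (adjusted p = 0.868), but it was 0.54 with DESeq2 (adjusted p = 1), so its direction depended on the scaling. Against SF7761, miR-1290 was lower in the first Clone 1 library and higher in the second by Fisher's exact test. Of 36 miRNAs read in either Clone 1 library, 3 were read in both, miR-1285-3p, miR-130a-3p and miR-8485. The reads of the pair differed by more than read-counting error (Monte Carlo permutation p = 1e-05, the smallest that 100000 tables can give), which does not cover the sampling of molecules before PCR. Across miRNAs, which are not independent replicates, log2(CPM + 1) of the pair had Pearson r = -0.83 and Spearman rho = -0.67 over those read in either library, where most are read in 1 library only. Every other pair of libraries also differed by more than read-counting error (Monte Carlo permutation p of 0.0001 or less). By shared miRNAs the Clone 1 pair was no closer than pairs with the parent. SF7761 shared 3 miRNAs with the first Clone 1 library and 7 with the second. The let-7 family took 7.50% and 10.8% of reads in the Clone 1 libraries, both below the 28.3% of SF7761, with overlapping intervals (1.57 to 20.4, 4.78 to 20.2 and 16 to 43.5). Its log2 ratio of -1.53 lay at percentile 1.23 of matched lists, and that of the network list, -1.73, at percentile 0.19. The matched lists had medians of 0.85 and 1.00, so the low ranks partly reflect where those lists lie. These percentiles describe the libraries and are not tests.

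The comparison of SF8628 with SF7761-Clone1 sets the vesicles of the radioresistant line beside those of the partly resistant subclone. miR-1246 was at 43.7% in SF8628 and at 0 reads in both Clone 1 libraries. Against a floor of 3 reads per library, its share was at least 5.82-fold and at least 10.8-fold higher in SF8628; the lower bounds of the two-sided exact 95% intervals were 4.73 and 8.75. In the other direction, miR-8485 took 0.110% of SF8628 reads and 4.63% ± 3.01 (SD, n = 2) of Clone 1 reads. That Clone 1 share came from 1 read in the first library and 5 in the second. The shares of miR-130a-3p and miR-1285-3p were 0.331% and 0.198% in SF8628 and 4.43% ± 4.35 (SD, n = 2) each in Clone 1. Each had 3 reads in the first Clone 1 library and 1 in the second. With so few reads, no fold is given for these miRNAs.

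By edgeR 0 miRNAs were called, with 0 at an unadjusted p under 0.05, and miR-1246 received no p-value. The cause was not tested. With 0 reads in both Clone 1 libraries, miR-1246 gave the fit no spread of its own. Any edgeR p-value for it rests on the spread of other miRNAs. miR-1246 received a p-value with a minimum of 10 reads (edgeR adjusted p = 0.987) and with no filter (edgeR adjusted p = 0.687). It also received one with summed rows (edgeR adjusted p = 0.530). It was called in none of these settings. With families summed it came closest to the threshold (edgeR unadjusted p = 0.029, adjusted p = 0.087). DESeq2 called 0, with 1 at an unadjusted p under 0.05, miR-1246 (adjusted p = 0.844). For miR-1290 the edgeR log2 fold change was 0.78 (adjusted p = 0.895), and it was -0.21 with library totals only, so no direction is given. With a single Clone 1 library in turn, Fisher's exact test called 5 miRNAs against the first and 3 against the second; miR-1246 was higher in SF8628 in both, whereas miR-1290 was higher against the first and lower against the second. Entries overlapping other small RNAs took 10.0% and 60.8% of the Clone 1 libraries, against 75.2% of SF8628. The let-7 family share of 11.6% in SF8628 lay within the intervals of both Clone 1 libraries, and its log2 ratio was 0.34. That lay at percentile 99.5 of matched lists, but their median was -2.31. The percentile therefore does not mark a raised let-7 share.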

Values the study reported

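The study reported that multiple miRNAs of RR sEVs exceeded 1 logCPM after normalization and that no pairwise comparison of sEV miRNAs was significant. In its target network, MYC had 9 miRNA interactions and EZH2 had 7.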

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

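Summed precursor rows, pooling of the SF7761-derived libraries and settings without miR-1290 were chosen after seeing the data. For both comparisons with Clone 1, edgeR and DESeq2 called 0 miRNAs in each setting run on all libraries of the groups. With 1 residual degree of freedom, and only miR-1290 given a p-value under each of the edgeR scalings with rows counted once, this says nothing about stability. Leaving out 1 Clone 1 library leaves no residual degree of freedom, and Fisher's test of the remaining libraries, which compares libraries only, called 1 miRNA in each case for SF7761-Clone1 against SF7761 and 3 to 5 for SF8628 against SF7761-Clone1. Against the second Clone 1 library with miR-1290 left out it called 2. For SF8628 against SF7761 the 2 calls became 0 with edgeR, where neither miRNA was tested, 3 with families summed (let-7-5p gained), 3 with precursor rows summed (let-7a-5p gained), 4 with at least 1 read, 1 with at least 30 reads, 1 without the most abundant miRNA of either library and 6 against the 3 SF7761-derived libraries pooled. miR-1246 stayed past the threshold in every read-level setting that kept it, and miR-25-3p in each except the minimum of 30 reads, which leaves it untested. The let-7a-5p call with summed rows counts repeated reads more than once and is no added support. The changes with read minimum and left-out miRNAs follow from which miRNAs are tested. For edgeR this holds under its main filter only. With a minimum of 10 reads over the 4 libraries, edgeR tested miR-1246, with spread taken from other miRNAs, and did not call it. The cause of that loss, and of the changes with pooling, was not tested. Pooling added calls for miR-8485, miR-1285-3p, miR-130a-3p and miR-1290, all lower in SF8628. It treated the SF7761-derived libraries as a single sample. Each pair of those libraries differed by more than read-counting error (Monte Carlo permutation p of 0.0001 or less). At minimums of 3 and 10 reads, detected miRNAs were 5 and 1 in SF7761, 4 and 0 in the first Clone 1 library, 4 and 1 in the second, and 67 and 24 in SF8628, where thinning left 10.9. The Clone 1 pair differed in every setting (permutation p = 1e-05). Leaving out a Clone 1 library reversed the sign of 3 of 24 log2 ratios of named miRNAs against SF7761, with 2 more at 0, and of 7 of 40 against SF8628. The gene set test fry could be run for 1 list only, entries overlapping other small RNAs, and gave no p under 0.05 in either comparison with Clone 1. Only 2 members of that list, miR-1246 and miR-1290, passed the filter, so fry did not test the whole list. No paired analysis was possible because the groups share fewer than 2 replicate numbers. Depth limits each of these results.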

Other observations

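The tests in this part were chosen after the results they bear on had been seen, except the Monte Carlo comparison of the Clone 1 libraries over all miRNAs, which was planned. Of the 19 miRNAs of the study's network list, 16 were read in SF8628 and 12 had at least 10 reads, while miR-107, miR-103a-3p and miR-101-3p had 0. These counts take entries printed in the form miR-7i-5p as let-7 members. Another 12 miRNAs with at least 10 reads were not in the list, among them miR-1290, miR-92b-3p, miR-93-5p and miR-423-5p. All 9 listed miRNAs outside the let-7 family had names beginning with miR-10 or miR-12, as did 7 of the 18 such miRNAs with at least 10 reads. Because 1 read equals 221 CPM in SF8628 (log2 7.78), all 141 miRNAs read there lay above 1 on the log2 CPM scale before any scaling factor. The study's logCPM values were normalized and came from more RR replicates, so they may differ from this scale.

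The MIR1246 hairpin shares a run of 19 bases with the spliceosomal RNA U2 (RNU2-1), the longest of 1879 annotated miRNA hairpins, whose median is 7. For MIR1290 the run is 12 bases, and 3 hairpins reach that length. Whether reads counted as miR-1246 or miR-1290 came from these miRNAs or from fragments of U2 was not tested.

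The share of miR-1246 was higher in SF8628 than in the SF7761-derived libraries. Read-counting error at low depth is argued against, because the upper bound of the pooled SF7761-derived share was 3.43% and the lower bound in SF8628 was 42.2%. Variation between libraries of a line could reach that size and stays open. miR-1290 differed by 60.8 percentage points between the Clone 1 libraries, and miR-1246 by 43.1 points between SF8628 and the SF7761-derived libraries. The 60.8 points were the largest difference of any miRNA between the Clone 1 libraries. miR-1246 itself had 1 read in SF7761 and 0 in each Clone 1 library, so no such swing was seen for it. Serum carried over from the SF8628 medium may also contribute and cannot be told apart from the line, because medium and line are confounded. Serum, blood and liver miRNAs took 0.375% of SF8628 reads, and 0 of 160 SF7761-derived reads allow more than that. With 0 reads on that side, this comparison could not have argued against serum. A difference between the lines remains open and has no replicate check.

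The reads of the Clone 1 libraries differed from each other. Read-counting error is argued against by the Monte Carlo permutation p of 1e-05, and miR-1290 alone is argued against because the p without it was also 1e-05, the smallest value possible in both cases. Both treat reads as independent, so noise in the sampling of molecules before PCR stays open. Separate cultures, RNA quality or library preparation were not tested, and no biological explanation was tested.

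Many miRNAs were read on one side only. For the 111 miRNAs read in SF8628 and in no SF7761-derived library, depth is a candidate explanation, since 10000 draws of the SF7761-derived totals from the SF8628 profile left 109 to 122 of its miRNAs unread. The 15 miRNAs read in a SF7761-derived library and not in SF8628 exceeded the 0 to 5 obtained when reads were shuffled between SF8628 and the others, which argues against read depth as their whole cause, with reads taken as independent. They held 27 of 160 reads, among them miR-3196 and miR-219a-1-3p. A difference between the lines and background reads in shallow libraries stay open, neither tested.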
